A study of Mus musculus with 16 samples. Its data were reported in "Proimmunogenic impact of MEK inhibition synergizes with agonist anti-CD40 immunostimulatory antibodies in tumor therapy" (2020).

How the data were processed

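Transcript levels were measured in 16 snap-frozen B16-OVA tumors of mice, 1 array per tumor and 4 tumors in each of 4 groups: control (vehicle and control IgG), CD40 (agonist antibody on treatment days 3, 5 and 7 and 1 day before analysis), MEKi (GDC-0623 at 30 mg/kg daily) and MEKi+CD40, all at day 18. The sample labels call the source whole tumor, and the series text says RNA came from tumor pieces. Per the labels and the methods text, 200 ng of total RNA per tumor was labelled with the 3′ IVT Plus protocol and hybridised to Affymetrix mouse expression arrays. The authors made the deposited log2 values by quality control and the robust multichip average (RMA) in Chipster. The version of RMA is not given in the sources used here. The deposited log2 values were used without further normalization, and no sample was left out.

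Groups were taken from the sample labels. Of the probe sets on the array, 64 Affymetrix controls were left out and 45037 were tested, of which 34945 carry 1 gene symbol, 932 several and 9160 none in the annotation used. Probe sets with 1 symbol cover 18193 genes. Where 1 value per gene was needed, the brightest probe set over all arrays was used. A few named genes have another probe set with the opposite direction at an unadjusted p under 0.05: Zbtb46 and Trpm1 in MEKi+CD40 against control, Ighm and Cd8a in MEKi against control, and Trpm1 and Cd8a in MEKi+CD40 against CD40. A background level was taken as the 95th percentile of the mean signals of 44 probe sets of olfactory receptors.

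The comparisons were each treatment against control, the combination against each single treatment, and the interaction, defined as MEKi+CD40 minus MEKi less CD40 minus control. Each pair of groups was fitted on its own 8 arrays, and the interaction on all 16, with lmFit and eBayes of limma 3.58.1 in R 4.3.3. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.05 over all 45037. Lists of genes, 35 in number with 539 distinct members of which 482 were measured, were tested with camera at a preset inter-gene correlation of 0.01 and adjusted over the 35 lists. Beside each call stand the adjusted p of camera with the correlation estimated per list and, where named, that of fry, both adjusted over the 35 lists. A list value is the mean difference of its members, and a list score of a tumor is the mean log2 signal of the members. Members were counted at an adjusted p under 0.05 over all probe sets and over the list alone. Exact two-sided permutation tests of the list scores used all splits of 4 tumors against 4, for which 0.02857 is the smallest p. The lists cover MEK/ERK output, mitosis, DNA replication, ribosome biogenesis, cholesterol synthesis, interferon responses, antigen presentation, immune cell types and states, complement, death receptors, chemokines, hypoxia, heat shock and the other tissues named in the report.

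The groups, the comparisons, the lists, the tests, the rule for named genes and the alternatives were fixed before the data were examined, apart from those said to be chosen after seeing the data. Named genes were chosen in 3 ways: up to 8 genes per direction with the largest change among those with an adjusted p under 0.05 and no overlap between the groups, up to 4 members of each list by smallest p, and 12 genes fixed by name (Cd8a, Foxp3, Ifng, Gzmb, Mrc1, Nos2, H2-Ab1, Mki67, Dusp6, Spry4, Cd40 and Tyrp1). The text names a part of the genes this rule gives. The alternatives were all arrays in 1 fit, replicate numbers as a block, a filter on low signal, 1 probe set per gene, cyclic loess, median centring, eBayes with trend and robust, array weights, camera with an estimated correlation, the mean of all probe sets of a gene, and leaving out each tumor. Added after seeing the data were fits without the 3 tumors with skeletal muscle transcripts, for the groups compared and for all arrays, and a fit of all arrays with the muscle score as a covariate.

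The calls were tested on simulated data with the spread of these arrays, in which 200 of 45037 probe sets were changed. At a log2 change of 1, between 59.7% and 79.1% were called, at a change of 2 between 89.39% and 98.48%, and at 0.5 between 13.43% and 37.31%. Signal over background limits what arrays can measure, and 39.7% of probe sets lay below the background. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.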

Results

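Transcript levels were measured in 16 B16-OVA tumors, each on its own array, with 4 tumors in each of 4 groups. B16-OVA is a mouse melanoma line that expresses ovalbumin, and the tumors grew under the skin of mice until day 18. Control mice received vehicle and a control immunoglobulin. The CD40 group received an agonist antibody against CD40, a receptor through which antigen-presenting cells are licensed to activate T cells. The MEKi group received GDC-0623, an inhibitor of MEK, the kinase that activates ERK in growth signalling, and the MEKi+CD40 group received both. Each array gave log2 signals, of which 45037 probe sets were analysed. The background level of 4.94 lay above 39.7% of the probe sets. The number of arrays limited the precision, and the median SE of a difference between 2 groups was 0.103 to 0.119 log2 units. Values below are differences in log2 units with their SE, for 4 tumors per group, and a list is a set of genes named before the data were examined.

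Transcripts typical of other tissues differed between tumors of the same group. Skeletal muscle transcripts, such as those of myosins and troponins, were abundant in 3 tumors. The mean of the 15 muscle genes lay above the control mean by 7.16 in MEKi+CD40 tumor 1, by 4.26 in MEKi+CD40 tumor 3 and by 2.97 in CD40 tumor 3. It was 0.84 in MEKi tumor 2 and between −0.03 and 0.24 in the other 12 tumors. The control mean itself, 4.57, lay below the background level, so these values are distances from background signal. The same holds for the neutrophil (4.79), B cell (4.61), keratinocyte (4.49) and NK cell (4.02) lists, by their control means. The fibroblast and matrix genes were also high in CD40 tumor 3, at 2.13 above the control mean. MEKi+CD40 tumor 1 had the widest gap between 3′ and 5′ probe sets, 0.38 for Gapdh and 0.91 for Actb, against at most 0.08 and 0.44 in the other tumors. In the 5 comparisons of 2 groups no test of the group means of these gaps passed, the smallest two-sided exact permutation p being 0.4, which leaves a gap in a single tumor untested. Each comparison that includes any of the 3 tumors with muscle transcripts was repeated without them, an alternative chosen after seeing the data.

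**Figure D1:**
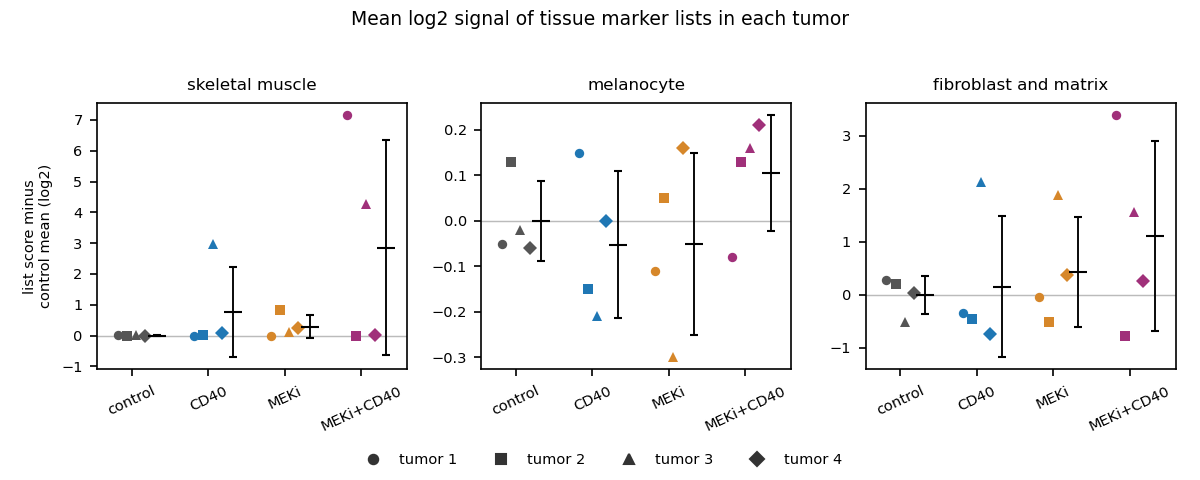
Mean log2 signal of the skeletal muscle, melanocyte and fibroblast lists in each tumor, minus the control mean, with a marker shape per tumor number and black bars for the group mean and SD of 4 tumors. Muscle scores reached 7.16 and 4.26 in MEKi+CD40 tumors 1 and 3 and 2.97 in CD40 tumor 3, while the other 13 tumors lay at 0.84 or below.

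The comparison of CD40 tumors with controls addressed what the agonist antibody did alone. Interferon response, antigen presentation, leukocyte, macrophage and chemokine genes were higher in CD40 tumors as sets, and cholesterol synthesis genes were lower. The type I interferon list rose by a mean of 1.10 (camera, adjusted p = 2.72e-18; adjusted p = 0.298 with an estimated correlation). Of its 20 measured members, 16 were higher when adjusted over the list alone and 0 over all probe sets. Oas2, a sensor that activates RNase L, differed by 1.43 (SE 0.16), the viral RNA response gene Oasl1 by 1.28 (SE 0.24) and Irf7, a transcription factor that amplifies interferon production, by 1.65 (SE 0.43). The interferon gamma list rose by 1.36 (adjusted p = 1.04e-14; adjusted p = 0.298 with an estimated correlation). Of its 16 members, 11 were higher adjusted over the list alone and 0 over all probe sets. Ubd, a ubiquitin-like protein induced by interferon gamma, differed by 3.54 (SE 0.73), and Cxcl10 and Cxcl11, ligands of CXCR3, a chemokine receptor of T cells, by 1.22 (SE 0.35) and 1.46 (SE 0.36). The cholesterol list fell by 0.58 (adjusted p = 1.37e-16; adjusted p = 0.298 with an estimated correlation). Of its 18 members, 17 were lower adjusted over the list alone and 0 over all probe sets. Hmgcs1, which makes the HMG-CoA used by the pathway, differed by −0.70 (SE 0.11), Tm7sf2 by −0.78 (SE 0.14), Nsdhl by −0.72 (SE 0.14) and Lss, the lanosterol synthase, by −0.67 (SE 0.13). With all 16 arrays in 1 fit, fewer members passed over the list alone. These were 14 for type I interferon, 4 for interferon gamma and 8 for cholesterol synthesis.

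Antigen presentation and leukocyte lists moved the same way in CD40 tumors. The MHC class II list rose by 1.22 (camera, adjusted p = 1.38e-07; adjusted p = 0.298 with an estimated correlation). Of its 9 members, 6 were higher adjusted over the list alone (0 over all probe sets), among them H2-Ab1 (1.72, SE 0.61), H2-Aa (1.47, SE 0.52), the invariant chain Cd74 (1.52, SE 0.54) and H2-DMb2 (1.22, SE 0.34). The MHC class I list rose by 0.65 (adjusted p = 3.27e-09; adjusted p = 0.298 with an estimated correlation), with 0 of 16 members past either adjustment, and Psmb8, an immunoproteasome subunit, differed by 1.10 (SE 0.36). The chemokine list rose by 1.19 (adjusted p = 2.52e-11; adjusted p = 0.298 with an estimated correlation). Of its 18 members, 5 were higher adjusted over the list alone (0 over all probe sets), including Ccl5 (2.28, SE 0.58), which attracts T cells. The pan-leukocyte list rose by 1.29, the macrophage list by 1.30, the cytotoxic list by 0.89, the immune checkpoint list by 0.60, the death receptor list by 0.59 and the M1-type and M2-type macrophage lists by 1.03 and 0.90. Their adjusted p were 3.30e-09, 2.95e-09, 2.67e-08, 3.73e-06, 4.64e-06, 2.26e-06 and 9.53e-05 in that order, and each had adjusted p = 0.298 with an estimated correlation. Macrophage genes included the integrin Itgam (1.98, SE 0.54), the IgG receptor Fcgr1 (1.59, SE 0.53) and Csf1r (1.61, SE 0.61), and M2-type genes included Chil3 (2.13, SE 0.60). Among effector genes, granzymes Gzma (1.20, SE 0.40) and Gzmb (1.79, SE 0.74), Ifng (1.70, SE 0.60) and Nkg7 (1.60, SE 0.62) had positive differences that passed no adjustment. Casp4, an inflammatory caspase (1.62, SE 0.29), Tnfrsf9, a costimulatory receptor (1.00, SE 0.26), and the checkpoint ligand Cd274 (1.39, SE 0.42) were among the members that passed over their lists alone, which were 3 of 11 for death receptor genes, 3 of 11 for checkpoint genes, 2 of 12 for M1-type genes and 0 for the macrophage, M2-type, leukocyte and cytotoxic lists. Over all probe sets 0 members passed. Cd40 itself differed by 1.35 (SE 0.54) and Cd3d, a chain of the T cell receptor complex, by 1.33 (SE 0.51). Cd8a (0.16, SE 0.11), Foxp3 (−0.05, SE 0.09), Mrc1 (0.49, SE 0.63), Nos2 (0.13, SE 0.14) and the ERK-induced phosphatase Dusp6 (0.12, SE 0.09) differed by less. The complement list rose by 0.93 (adjusted p = 3.54e-05; adjusted p = 0.298 with an estimated correlation), with 6 members higher and 1 lower of 9 adjusted over the list alone (0 over all probe sets), among them the C1 inhibitor Serping1 (1.45, SE 0.37). With all 16 arrays in 1 fit, 0 complement and 0 checkpoint genes passed over the list alone. The counts were then 1 for MHC class II, 2 for chemokine, 1 for M1-type, 3 for death receptor and 3 for cytotoxic genes.

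Smaller shifts in CD40 tumors depended on single tumors. The T cell list rose by 0.48 (camera, adjusted p = 1.49e-06; adjusted p = 0.398 with an estimated correlation), the neutrophil list by 0.44 (adjusted p = 0.000563; adjusted p = 0.359 with an estimated correlation), the plasma cell list by 0.29 (adjusted p = 0.0175; adjusted p = 0.403 with an estimated correlation) and the dendritic cell maturation list by 0.35 (adjusted p = 0.0175; adjusted p = 0.563 with an estimated correlation). The ribosome biogenesis list rose by 0.10 (adjusted p = 0.0018; adjusted p = 0.484 with an estimated correlation), the skeletal muscle list by 0.76 (adjusted p = 2.97e-05; adjusted p = 0.465 with an estimated correlation), and the mitosis list fell by 0.14 (adjusted p = 0.0423; adjusted p = 0.871 with an estimated correlation). No member of these 7 lists passed the adjustment over the list alone or over all probe sets. Without CD40 tumor 3, the tumor with muscle and fibroblast transcripts, means were 0.22 for T cells, 0.57 for cytotoxic genes, 0.37 for checkpoint genes, 0.86 for macrophages, 0.47 for M2-type and 0.59 for M1-type genes, 0.19 for neutrophils, 0.77 for chemokines and 0.16 for ribosome biogenesis, all still called. Without it the calls of plasma cells (0.10), dendritic cell maturation (0.04), muscle (0.03) and mitosis (−0.08) ended. Dendritic cell maturation was also not called without control 1 (0.31) or control 2 (0.29), and ribosome biogenesis without control 2 (0.02). Mitosis was not called without control 1 (−0.03), control 3 (−0.13), control 4 (−0.08), CD40 tumor 2 (−0.15) or CD40 tumor 4 (−0.15), and was −0.31 without control 2. In the fit of all 16 arrays the mitosis call ended as well (camera adjusted p = 0.1245). The other 14 lists were not called, among them MEK/ERK output (−0.00097), DNA replication (−0.04), conventional dendritic cells (0.18), NK cells (0.04), hypoxia (0.04), heat shock (−0.04) and adipocytes (0.06). In these, apart from conventional dendritic cells and adipocytes, the mean, the median or the test differed in sign. For adipocytes the median was 0.

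No single probe set passed in CD40 tumors. With limma, 0 of 45037 probe sets had an adjusted p under 0.05 (smallest 0.0723), with 3857 at an unadjusted p under 0.05, where chance gives 2252. In a fit of all 16 arrays the count was also 0, and without CD40 tumor 4 it was 1. Of the genes, 5.65% had all CD40 tumors beyond all controls, where chance gives 2.857%. Over the 4 tumors against 4, the two-sided exact permutation p of the list means was at its smallest possible value, 0.0286, for cholesterol synthesis and chemokines (adjusted p = 0.286 over the 35 lists).

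The comparison of MEKi tumors with controls addressed what the inhibitor did alone. Interferon response and antigen presentation genes were lower in MEKi tumors as sets. The interferon gamma list fell by 2.27 (camera, adjusted p = 9.3e-17; adjusted p = 0.364 with an estimated correlation), and 13 of 16 members were lower adjusted over the list alone and 0 over all probe sets. Cxcl9, a chemokine induced by interferon gamma, differed by −3.55 (SE 0.82), the guanylate-binding protein Gbp3 by −2.69 (SE 0.61) and the transcription factor Irf1 by −2.04 (SE 0.47). The type I interferon list fell by 1.31 (adjusted p = 4.12e-19; adjusted p = 0.364 with an estimated correlation). Of its 20 members, 17 were lower adjusted over the list alone and 0 over all probe sets. The RNA sensor Ifih1 differed by −1.56 (SE 0.31), Bst2, which tethers budding virus, by −1.39 (SE 0.33) and Ifit1 by −2.15 (SE 0.53). The MHC class I list fell by 1.62 (adjusted p = 9.26e-15; adjusted p = 0.364 with an estimated correlation). Of its 16 members, 13 were lower adjusted over the list alone and 0 over all probe sets. The immunoproteasome subunits Psmb8 and Psmb9 differed by −3.72 (SE 0.68) and −3.64 (SE 0.76), the peptide transporter Tap1 by −2.69 (SE 0.62) and the trimming peptidase Erap1 by −1.69 (SE 0.33), each lower in all 4 MEKi tumors than in any control. The MHC class II list fell by 1.64 (adjusted p = 2.52e-08; adjusted p = 0.364 with an estimated correlation). Of its 9 members, 7 were lower adjusted over the list alone (0 over all probe sets), including H2-DMa (−2.85, SE 0.56) and Cd74 (−2.79, SE 0.77), beside H2-Ab1 at −2.17 (SE 0.77).

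Leukocyte lists were also lower in MEKi tumors. The pan-leukocyte list fell by 1.29 (camera, adjusted p = 2e-08), the macrophage list by 1.24 (camera adjusted p = 8.25e-08), the cytotoxic list by 0.65 (adjusted p = 1.21e-06), the checkpoint list by 0.42 (adjusted p = 5.09e-05), the chemokine list by 0.54 (adjusted p = 0.00053) and the regulatory T cell list by 0.11 (adjusted p = 0.0403). Each of these had adjusted p = 0.377 with an estimated correlation. Adjusted over each list alone, 7 of 12 leukocyte, 2 of 14 macrophage, 5 of 11 checkpoint, 4 of 18 chemokine, 0 of 18 cytotoxic and 0 of 10 regulatory T cell genes were lower, and 0 over all probe sets. Examples are Rac2 (−1.39, SE 0.40) and the actin bundler Lcp1 (−0.97, SE 0.30) of leukocytes, Fcgr1 (−2.002, SE 0.54) and the lysosomal protein Cd68 (−1.51, SE 0.43) of macrophages, and Cd274 (−1.58, SE 0.38). With all 16 arrays in 1 fit, the counts over each list alone were 0 for leukocyte, macrophage and checkpoint genes and 1 for chemokine genes. The death receptor list fell by 0.49 (adjusted p = 1.16e-06; adjusted p = 0.364 with an estimated correlation). Of its 11 members, 4 were lower adjusted over the list alone (0 over all probe sets), including the inflammatory caspases Casp1 (−1.66, SE 0.26) and Casp4 (−1.21, SE 0.28). The count over this list alone was 1 with all 16 arrays in 1 fit. Ccl5 (−1.45, SE 0.39), Nkg7 (−1.73, SE 0.51), Gzmb (−1.85, SE 0.56) and Ifng (−0.88, SE 0.40) had negative differences. Cd8a (0.06, SE 0.10), Foxp3 (−0.05, SE 0.08), Mrc1 (−0.74, SE 0.78), Nos2 (0.10, SE 0.12) and Cd40 (−0.24, SE 0.17) passed no test. Without control 3 the cytotoxic mean was −0.39 and without MEKi tumor 3 the chemokine mean was −0.81, both still called. The chemokine call ended without MEKi tumor 2 (−0.28, camera adjusted p = 0.0536). The regulatory T cell call ended without control 3 (−0.07), control 4 (−0.09), MEKi tumor 1 (−0.12), MEKi tumor 3 (−0.09) or MEKi tumor 4 (−0.09). It also ended in the fit of all 16 arrays (camera adjusted p = 0.1596).

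Transcripts that ERK signalling induces were not called in MEKi tumors. The MEK/ERK output list differed by 0.11 (camera, adjusted p = 0.0797), with 13 of 18 members positive and 5 negative, and Dusp6 (−0.05, SE 0.15), Spry4, a feedback inhibitor of the pathway (0.29, SE 0.22), and the ephrin receptor Epha2 (0.34, SE 0.14) passed no test. Mitosis genes fell by 0.26 (adjusted p = 1.16e-06; adjusted p = 0.498 with an estimated correlation), with 0 of 31 members past either adjustment, to −0.16 without control 1, −0.43 without control 2 and −0.11 without MEKi tumor 4. DNA replication differed by −0.04 and the proliferation marker Mki67 by −0.08 (SE 0.24). Small shifts were seen for cholesterol synthesis (−0.20, adjusted p = 0.000317; adjusted p = 0.467 with an estimated correlation), T cells (−0.24, adjusted p = 0.00421; adjusted p = 0.467 with an estimated correlation), dendritic cell maturation (−0.23, adjusted p = 0.0243; adjusted p = 0.393 with an estimated correlation), muscle (0.29, adjusted p = 0.00317; adjusted p = 0.428 with an estimated correlation), keratinocytes (0.21, adjusted p = 0.0144; adjusted p = 0.377 with an estimated correlation) and hypoxia (0.20, adjusted p = 0.0241; adjusted p = 0.605 with an estimated correlation). In these 6 lists no member passed either adjustment. Their calls ended without MEKi tumor 3 for cholesterol (−0.07), keratinocytes (0.08) and hypoxia (0.03), without control 4 for keratinocytes (0.19) and hypoxia (0.13), without control 3 for T cells (−0.12) and without MEKi tumor 2 for muscle (0.11). Dendritic cell maturation was not called without control 3 (−0.20), control 4 (−0.14), MEKi tumor 1 (−0.20), MEKi tumor 2 (−0.21) or MEKi tumor 4 (−0.22). In the fit of all 16 arrays the muscle, T cell and dendritic cell maturation calls also ended (camera adjusted p = 0.634, 0.0805 and 0.0858). The other 16 lists were not called either, among them complement (−0.42), M1-type (−0.41) and M2-type macrophages (−0.05), B cells (0.0019), plasma cells (−0.0063), adipocytes (−0.23), melanocytes (−0.05) and fibroblasts (0.42). The mean, the median or the test differed in sign for M2-type macrophages, B cells, plasma cells and adipocytes.

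With limma, 0 probe sets passed in MEKi tumors (smallest adjusted p = 0.0538), with 3110 at an unadjusted p under 0.05, and the count was 0 with all 16 arrays and without any single tumor. Of the genes, 4.6% had all MEKi tumors beyond all controls, where chance gives 2.857%. The exact permutation p was 0.0286 for the interferon gamma, type I interferon, MHC class I, death receptor, cytotoxic and checkpoint lists (adjusted p = 0.167 over the 35 lists).

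The comparison of MEKi+CD40 tumors with controls addressed the combined treatment. Genes of DNA replication, mitosis, ribosome biogenesis and cholesterol synthesis were lower after the combination. The DNA replication list fell by 1.37 (camera, adjusted p = 6.69e-17; adjusted p = 0.835 with an estimated correlation), and 26 of 26 measured members were lower adjusted over the list alone and 0 over all probe sets. Gins1, part of the replicative helicase, differed by −1.93 (SE 0.36), thymidylate synthase Tyms by −1.32 (SE 0.25), DNA ligase Lig1 by −1.43 (SE 0.28) and the ribonucleotide reductase subunit Rrm1 by −0.94 (SE 0.19), each lower in all 4 treated tumors than in any control. The mitosis list fell by 1.07 (adjusted p = 1.23e-18; adjusted p = 0.835 with an estimated correlation). Its 31 members were all lower adjusted over the list alone and 0 over all probe sets. The kinetochore motor Cenpe differed by −0.97 (SE 0.18), the cytokinesis motor Kif23 by −1.08 (SE 0.20), the kinase Melk by −1.48 (SE 0.29), the checkpoint kinase Bub1b by −0.94 (SE 0.19) and Mki67 by −0.99 (SE 0.23). The ribosome biogenesis list fell by 0.60 (adjusted p = 3.95e-07; adjusted p = 0.835 with an estimated correlation). Of its 16 members, 10 were lower adjusted over the list alone (0 over all probe sets), including the nucleolar proteins Nop58 (−1.18, SE 0.25), Nolc1 (−1.20, SE 0.26) and Fbl (−0.98, SE 0.22). The cholesterol list fell by 0.61 (adjusted p = 1.42e-05; adjusted p = 0.835 with an estimated correlation). Of its 18 members, 7 were lower adjusted over the list alone (0 over all probe sets), including Pmvk (−1.02, SE 0.18), Ebp (−0.56, SE 0.14) and Lss (−0.80, SE 0.20). MEKi+CD40 tumors 1 and 3 carried muscle transcripts (7.16 and 4.26 above the control mean), and without them the means were −1.20 for replication, −0.82 for mitosis, −0.52 for ribosome biogenesis and −0.21 for cholesterol synthesis, all still called. Cholesterol synthesis was −0.36 without MEKi+CD40 tumor 1, and its call ended with the muscle score as a covariate (−0.17, camera adjusted p = 0.0634).

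The MEK/ERK output list fell by 0.52 in MEKi+CD40 tumors (camera, adjusted p = 0.0387; adjusted p = 0.835 with an estimated correlation), with 14 of 18 members negative and 0 past either adjustment. The ERK-induced transcription factor Etv5 differed by −2.54 (SE 0.80), cyclin D1 (Ccnd1) by −1.25 (SE 0.58), Myc by −0.89 (SE 0.43), Dusp6 by −0.46 (SE 0.25) and Spry4 by −0.94 (SE 0.52). The list mean was 0.02, −0.36, −1.30 and −0.46 in MEKi+CD40 tumors 1 to 4 relative to the control mean. The call ended without control 1 (−0.48), control 4 (−0.50) or MEKi+CD40 tumor 3 (−0.27). Without the tumors with muscle transcripts the difference was −0.41. It was called in the fit of these groups (camera adjusted p = 0.0445), but not in all arrays without such tumors (camera adjusted p = 0.0604). With the muscle score as a covariate it was −0.60, still called.

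Several lists rose in MEKi+CD40 tumors together with the muscle transcripts. The muscle list rose by 2.86 (camera, adjusted p = 0.00199; adjusted p = 0.835 with an estimated correlation), with Myh1 at 4.18 (SE 2.07), Tnnc2 at 3.74 (SE 1.86) and Mb at 2.42 (SE 1.17). The type I interferon list rose by 0.76 (adjusted p = 0.00199), neutrophil genes by 0.78 (camera adjusted p = 0.00497), complement by 0.98 (adjusted p = 0.0101), endothelial genes by 0.60 (adjusted p = 0.0101), fibroblast and matrix genes by 1.11 (adjusted p = 0.0387) and T cell genes by 0.27 (adjusted p = 0.0387). Each had adjusted p = 0.835 with an estimated correlation. Adjusted over the list alone, the complement genes C2 (0.87, SE 0.18) and C1s1 (1.71, SE 0.42) were higher, which were 2 of 9, and 0 of the members of the other lists, and 0 passed over all probe sets. Other values were 0.72 (SE 0.23) for Mx2, 1.31 (SE 0.57) for Usp18, which limits interferon signalling, 0.99 (SE 0.43) for Oas2, 1.28 (SE 0.58) for Ifit3, 2.43 (SE 1.06) for the neutrophil alarmin S100a8, 1.04 (SE 0.31) for Ngp, 2.77 (SE 0.95) for the proteoglycan Dcn, 1.24 (SE 0.51) for the endothelial factor Sox17 and 0.24 (SE 0.09) for the T cell kinase Zap70. Without the 2 tumors with muscle transcripts none of these 7 lists was called, with means of 0.18 for type I interferon, 0.13 for neutrophils, 0.29 for complement, 0.19 for endothelium, 0.00017 for muscle, −0.02 for T cells and −0.27 for fibroblasts. Without MEKi+CD40 tumor 1 the means were 1.42 for muscle and 0.49 for neutrophils, still called, and 0.53 for type I interferon (camera adjusted p = 0.051), 0.68 for complement (adjusted p = 0.051), 0.28 for endothelium, 0.34 for fibroblasts and 0.09 for T cells, no longer called. The T cell call also ended without control 1 (0.20), control 2 (0.21) or MEKi+CD40 tumor 3 (0.25), with 0.42 without MEKi+CD40 tumor 4. The fibroblast call ended without control 2 (1.17), control 3 (0.93) or MEKi+CD40 tumor 3 (0.95), with 1.74 without MEKi+CD40 tumor 2. The T cell and fibroblast calls also ended in the fit of all 16 arrays (camera adjusted p = 0.0981 and 0.0802). Type I interferon was 0.46 without control 1.

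The other 23 lists were not called in MEKi+CD40 tumors against controls. Mean differences were 0.34 for pan-leukocyte, 0.25 for cytotoxic, 0.11 for regulatory T cell, 0.23 for checkpoint, 0.19 for B cell, 0.33 for plasma cell, 0.46 for MHC class II, 0.04 for MHC class I, 0.41 for interferon gamma, 0.18 for dendritic cell maturation, 0.63 for macrophage, 0.61 for M1-type, 0.90 for M2-type, 0.24 for death receptor and 0.67 for chemokine genes. They were 0.11 for melanocyte, 0.85 for adipocyte, 0.25 for keratinocyte, 0.57 for erythrocyte and 0.16 for hypoxia genes. They were −0.03 for NK cells, 0.06 for conventional dendritic cells and 0.05 for heat shock, where the mean, the median or the test differed in sign. The interferon gamma mean was lowered by MEKi+CD40 tumor 4, with scores of 1.32, 0.64, 0.71 and −1.03 in tumors 1 to 4. The pan-leukocyte scores were likewise 1.71, 0.44, 0.42 and −1.19. Without MEKi+CD40 tumor 4, 20 lists were called, 15 higher and 5 lower. Oca2, a melanosome transport protein, differed by 0.97 (SE 0.24) and the pigment enzyme Tyrp1 by 0.07 (SE 0.07). Cd8a (0.19, SE 0.11), Foxp3 (−0.05, SE 0.08), Ifng (0.31, SE 0.68), Gzmb (0.03, SE 0.78), Mrc1 (0.28, SE 0.97), Nos2 (0.04, SE 0.14), H2-Ab1 (0.86, SE 0.83) and Cd40 (0.29, SE 0.21) passed no test.

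With limma, 4 probe sets passed in MEKi+CD40 tumors against controls, 3 higher and 1 lower. Stap2, a signalling adaptor, rose by 0.91 (SE 0.08, limma adjusted p = 0.0426). The other 3 lie outside the rule for named genes and were chosen after their values were seen: probe sets of the thyroid hormone receptor Thra, higher, and of the axon guidance gene Nav3, lower, and 1 probe set, higher, which has no gene symbol in the annotation used. In all, 9559 probe sets had an unadjusted p under 0.05 (3873 higher and 5686 lower), and the fit of all 16 arrays called 4904 (1619 higher and 3285 lower), including all 31 mitosis and all 26 DNA replication genes. Of the genes, 17.35% had all treated tumors beyond all controls, where chance gives 2.857%. The count was 0 without control 1, 3 or 4 or MEKi+CD40 tumor 3 or 4, and 1508, 1355 and 2327 without control 2, MEKi+CD40 tumor 1 and MEKi+CD40 tumor 2. It was 0 without both tumors with muscle transcripts, 0 after cyclic loess and 0 after median centring. The number of shifted lists, 12, was 7 without MEKi+CD40 tumor 1 and 20 without MEKi+CD40 tumor 4. The exact permutation p was 0.0286 for DNA replication, mitosis, ribosome biogenesis and cholesterol synthesis (adjusted p = 0.25 over the 35 lists).

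**Figure D2:**
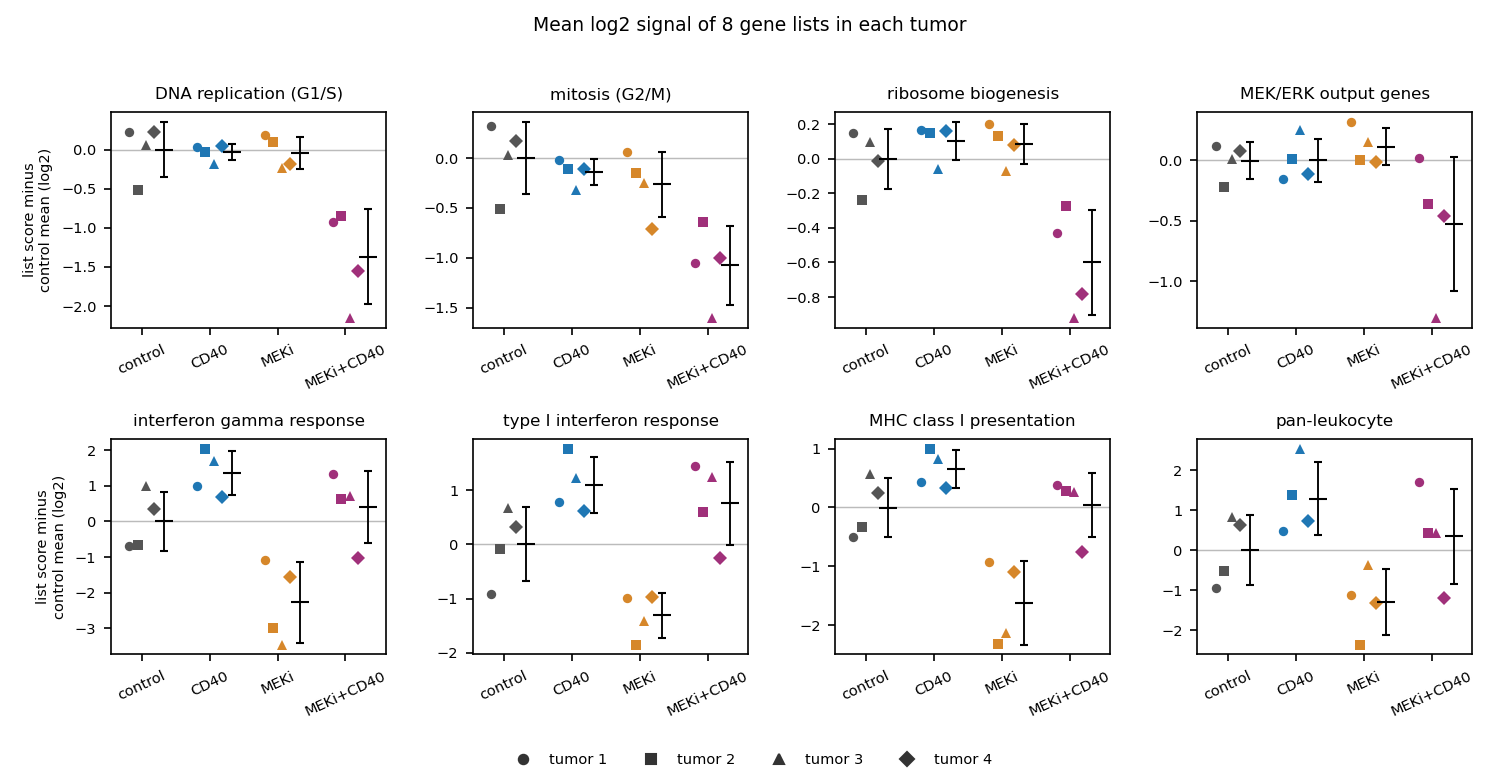
Mean log2 signal of 8 gene lists in each tumor, minus the control mean, by group, with a marker shape per tumor number and black bars for the group mean and SD of 4 tumors. DNA replication scores of the 4 MEKi+CD40 tumors lay between −2.15 and −0.85, below all controls, and interferon gamma scores of the MEKi tumors lay between −3.46 and −1.08.

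The comparison of MEKi+CD40 with MEKi tumors addressed what the antibody added to the inhibitor. Interferon, antigen presentation and leukocyte genes were higher and cell cycle genes lower when the antibody was added. Ubd rose by 4.45 (SE 0.64), the interferon-inducible transcripts AW112010, Tmem140, Ifit1 and Ifit3 by 4.17 (SE 0.74), 3.75 (SE 0.59), 3.40 (SE 0.60) and 3.25 (SE 0.60), Usp18 by 3.197 (SE 0.43), Rtp4 by 2.80 (SE 0.43) and the potassium channel Kcnj13 by 2.98 (SE 0.50), with limma adjusted p of 0.0496 except for Ifit3, at 0.04999. The meiotic and mitotic ATPase Trip13 fell by 1.76 (SE 0.31), the receptor auxiliary protein Neto2 by 1.59 (SE 0.22), the DNA polymerase subunit Pole2 by 1.53 (SE 0.27), the replication clamp unloader Atad5 by 1.48 (SE 0.28) and the centromere protein Oip5 by 1.37 (SE 0.24), at 0.0496 except for Atad5, at 0.04999. Without MEKi tumor 1, 2 or 3 or MEKi+CD40 tumor 3, 0 probe sets passed, and without MEKi tumor 4 the calls of these genes ended except that of Kcnj13 (68 probe sets passed). Those of Trip13, Pole2, Atad5 and Oip5 also ended without MEKi+CD40 tumor 4 (−1.64, −1.43, −1.42 and −1.39), those of Tapbp, AW112010 and Ifit3 without MEKi+CD40 tumor 2 (2.16, 4.12 and 3.19) and that of Ifit3 without MEKi+CD40 tumor 1 (3.10). The type I interferon list rose by 2.07 (camera, adjusted p = 2.57e-14; adjusted p = 0.375 with an estimated correlation). Of its 20 members, 19 were higher adjusted over the list alone and 7 over all probe sets. The interferon gamma list rose by 2.68 (adjusted p = 5.64e-09; adjusted p = 0.375 with an estimated correlation). Among 16 members, 13 were higher adjusted over the list alone and 1 over all probe sets, and Cxcl9 differed by 4.15 (SE 0.91). The MHC class I list rose by 1.66 (adjusted p = 8.94e-07; adjusted p = 0.375 with an estimated correlation). Among 16 members, 13 were higher adjusted over the list alone and 1, the peptide-loading protein Tapbp (2.15, SE 0.39), over all probe sets, beside H2-D1 at 1.77 (SE 0.34). The MHC class II list rose by 2.10 (adjusted p = 6.5e-05; adjusted p = 0.375 with an estimated correlation). Of its 9 members, 8 were higher adjusted over the list alone (0 over all probe sets), including H2-DMa (3.33, SE 0.67) and H2-Ab1 (3.03, SE 0.87). Without MEKi+CD40 tumors 1 and 3, which carried muscle transcripts (7.16 and 4.26), these 4 means were 1.49, 2.07, 1.38 and 1.51, all still called. Over all probe sets 0 passed without these 2 tumors, so the calls of the single genes named here ended. The count was also 0 after cyclic loess, after median centring and with the replicate numbers as a block.

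Cell cycle lists fell when the antibody was added to the inhibitor. DNA replication fell by 1.33 (camera, adjusted p = 1.08e-17; adjusted p = 0.375 with an estimated correlation). Its 26 members were all lower adjusted over the list alone and 2, the cell cycle transcription factor E2f1 (−0.89, SE 0.14) and Tyms (−1.36, SE 0.22), over all probe sets, beside Gins1 at −1.72 (SE 0.32). Mitosis fell by 0.81 (adjusted p = 1.35e-13; adjusted p = 0.375 with an estimated correlation). Of its 31 members, 28 were lower adjusted over the list alone (0 over all probe sets), including Melk (−1.34, SE 0.28) and the spindle motor Kif11 (−1.18, SE 0.25), and Mki67 differed by −0.90 (SE 0.25). Ribosome biogenesis fell by 0.68 (adjusted p = 3.92e-09; adjusted p = 0.375 with an estimated correlation). Of its 16 members, 15 were lower adjusted over the list alone and 1, Nolc1 (−1.33, SE 0.24), over all probe sets, beside Fbl at −0.91 (SE 0.19). MEK/ERK output fell by 0.64 (adjusted p = 0.0064; adjusted p = 0.46 with an estimated correlation), with 1 member lower and 1 higher of 18 adjusted over the list alone and 0 over all probe sets, and Dusp6 at −0.42 (SE 0.27) and Spry4 at −1.23 (SE 0.54). Cholesterol synthesis fell by 0.41 (adjusted p = 0.00322; adjusted p = 0.56 with an estimated correlation), with 0 of 18 members past either adjustment. Without the 2 tumors with muscle transcripts the means were −1.16, −0.56, −0.61, −0.53 and −0.01 in that order, and the cholesterol call ended. It also ended without MEKi+CD40 tumor 1 alone (−0.16), and MEK/ERK output was −0.38 without MEKi+CD40 tumor 3. The calls of E2f1, Tyms and Nolc1 over all probe sets ended without MEKi tumor 1, 2 or 3 or MEKi+CD40 tumor 3, where 0 probe sets passed, and without MEKi tumor 4 (−0.94, −1.43 and −1.36) or MEKi+CD40 tumor 4 (−0.90, −1.42 and −1.31). These calls also ended in the other fits named above in which 0 passed.

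Immune cell lists rose in MEKi+CD40 against MEKi tumors. The cytotoxic list rose by 0.90 (camera, adjusted p = 1.09e-05; adjusted p = 0.375 with an estimated correlation). Of its 18 members, 7 were higher adjusted over the list alone and 1, the chemokine receptor Cxcr6 (0.92, SE 0.17), over all probe sets, beside Ccl5 at 2.88 (SE 0.59), Gzmb at 1.88 (SE 0.53) and Ifng at 1.18 (SE 0.55). T cell genes rose by 0.51 (adjusted p = 4.3e-05), complement by 1.40 (adjusted p = 0.000505), death receptor genes by 0.73 (adjusted p = 0.00147), regulatory T cell genes by 0.22 (adjusted p = 0.00868) and adipocyte genes by 1.09 (adjusted p = 0.0103), each with adjusted p = 0.375 with an estimated correlation. Macrophage genes rose by 1.87 (adjusted p = 8.49e-06) and checkpoint genes by 0.65 (adjusted p = 0.00431), each with adjusted p = 0.378 with an estimated correlation. The pan-leukocyte list rose by 1.63 (adjusted p = 0.000735), chemokines by 1.21 (adjusted p = 0.000857), neutrophil genes by 0.74 (adjusted p = 0.00322), M1-type macrophage genes by 1.01 (adjusted p = 0.0262) and dendritic cell maturation by 0.41 (adjusted p = 0.0261), each with adjusted p = 0.46 with an estimated correlation. Muscle rose by 2.56 (adjusted p = 0.00153; adjusted p = 0.547 with an estimated correlation) and endothelium by 0.72 (adjusted p = 0.00322; adjusted p = 0.523 with an estimated correlation). Adjusted over each list alone, 9 of 18 T cell, 4 of 9 complement, 5 of 11 death receptor, 2 of 10 regulatory T cell, 9 of 14 macrophage, 1 of 11 checkpoint, 8 of 12 leukocyte, 2 of 18 chemokine and 2 of 12 M1-type genes were higher, 1 leukocyte gene was lower, and 0 members passed in the other lists. With all 16 arrays in 1 fit, 0 T cell genes and 1 cytotoxic gene were higher over the list alone. The leukocyte, macrophage and complement counts were then 9, 10 and 5. Over all probe sets C2 (1.14, SE 0.14) and the transcription factor Ikzf2 (0.68, SE 0.12) rose. Cd274 differed by 2.61 (SE 0.51), the caspase inhibitor Cflar by 1.03 (SE 0.21), Cd40 by 0.53 (SE 0.16), Cd8a by 0.13 (SE 0.09), Mrc1 by 1.02 (SE 1.13), Nos2 by −0.07 (SE 0.13), Foxp3 by −0.01 (SE 0.07) and Tyrp1 by −0.04 (SE 0.08). The calls over all probe sets ended in the fits named above in which 0 passed. The call of Cxcr6 also ended without MEKi tumor 4 (0.94), MEKi+CD40 tumor 1 (0.90) or MEKi+CD40 tumor 2 (0.85), and that of Ikzf2 without MEKi tumor 4 (0.70) or MEKi+CD40 tumor 4 (0.63).

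Much of this rise lay in the MEKi+CD40 tumors with muscle transcripts. Without those 2 tumors the calls of the regulatory T cell (0.13), checkpoint (0.34), neutrophil (0.09), chemokine (0.31), endothelial (0.32), adipocyte (0.35), dendritic cell maturation (0.13), M1-type (0.35) and muscle (−0.29) lists ended, while pan-leukocyte (0.91), macrophage (1.00), cytotoxic (0.52), T cell (0.22), complement (0.71) and death receptor (0.42) lists were still called. With the muscle score as a covariate the calls of the pan-leukocyte (0.88), cytotoxic (0.45) and T cell (0.14) lists ended as well. Without MEKi+CD40 tumor 1 alone the calls of regulatory T cells (0.17), dendritic cell maturation (0.19), M1-type macrophages (0.62) and endothelium (0.41) ended, and the means of T cells (0.33), neutrophils (0.45), chemokines (0.73) and muscle (1.13) stayed past the test. Dendritic cell maturation and M1-type macrophages were also not called without MEKi tumor 2 (0.39 and 0.85) or MEKi tumor 4 (0.40 and 0.97), and endothelium was 0.47 without MEKi tumor 3. In the fit of all 16 arrays the dendritic cell maturation call ended too (camera adjusted p = 0.0862).

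With limma, 518 probe sets passed in MEKi+CD40 against MEKi tumors, 237 higher and 281 lower, and 9147 had an unadjusted p under 0.05. All 518 lay just under the threshold, the smallest adjusted p being 0.0496. The fit of all 16 arrays called 4699, including 510 of the 518. The count was 0 without MEKi tumor 1, 2 or 3 or MEKi+CD40 tumor 3, 68 without MEKi tumor 4, 915 without MEKi+CD40 tumor 1, 1454 without MEKi+CD40 tumor 2 and 0 without both tumors with muscle transcripts. It was also 0 after cyclic loess and 0 after median centring, and 547 in all arrays without the tumors with muscle transcripts. Of the genes, 16.04% did not overlap between the groups, where chance gives 2.857%. Of the 24 shifted lists, 6 also passed fry, a test of the set on its own: DNA replication, type I interferon, ribosome biogenesis, MHC class I, complement and regulatory T cells (fry adjusted p = 0.03683 to 0.03712). The exact permutation p was 0.0286 for 10 lists, DNA replication and ribosome biogenesis among them (adjusted p = 0.1 over the 35 lists). The other 11 lists were not called: M2-type macrophages (0.95), fibroblasts (0.68), conventional dendritic cells (0.32), NK cells (0.06), B cells (0.19), plasma cells (0.34), melanocytes (0.16), erythrocytes (0.56) and hypoxia (−0.04), with keratinocytes (0.04) and heat shock (0.17) opposite in sign to their test.

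The comparison of MEKi+CD40 with CD40 tumors addressed what the inhibitor added to the antibody. Genes of the cell cycle were lower in the tumors given both, and single genes such as Dbp and Fabp3 were higher. Mitosis fell by 0.93 (camera, adjusted p = 2.15e-21; adjusted p = 0.777 with an estimated correlation). Its 31 members were all lower adjusted over the list alone (21 over all probe sets), including Cenpe (−0.89, SE 0.13), Kif23 (−1.11, SE 0.17), the spindle checkpoint gene Mad2l1 (−1.03, SE 0.19), the mitotic kinase Cdk1 (−0.94, SE 0.18) and Mki67 (−0.92, SE 0.19). DNA replication fell by 1.33 (adjusted p = 1.03e-20; adjusted p = 0.777 with an estimated correlation). Of its 26 members, 26 were lower adjusted over the list alone and 20 over all probe sets. Gins1 fell by 1.91 (SE 0.31), the polymerase subunit Pola1 by 1.47 (SE 0.23), the primase Prim1 by 1.40 (SE 0.23), the licensing factor Cdt1 by 1.81 (SE 0.41), Uhrf1, which maintains DNA methylation, by 1.84 (SE 0.41) and the histone mRNA binding protein Slbp by 0.59 (SE 0.10). Ribosome biogenesis fell by 0.70 (adjusted p = 6.71e-10; adjusted p = 0.777 with an estimated correlation). Of its 16 members, 13 were lower adjusted over the list alone and 4 over all probe sets, which were Fbl (−1.06, SE 0.18), Nolc1 (−1.37, SE 0.26), Nop58 (−1.26, SE 0.26) and Pes1 (−0.62, SE 0.14). The deaminase Dctd (−2.07, SE 0.42), the exonuclease Exo1 (−2.01, SE 0.44), the cysteine synthesis enzyme Cth (−1.997, SE 0.34), the potassium channel Kcnn4 (−1.83, SE 0.33) and the chromatin remodeler Hells (−1.79, SE 0.35) also fell, with limma adjusted p from 0.0302 to 0.0432. Genes that rose were Trnp1 (2.73, SE 0.42), the fatty acid binding protein Fabp3 (2.39, SE 0.18), Scrg1 (2.19, SE 0.38), Ndrg4 (2.13, SE 0.36), the mitochondrial subunit Cox7a1 (2.01, SE 0.40) and the clock-controlled transcription factor Dbp (1.96, SE 0.15), with adjusted p from 0.0105 to 0.0364. The lipogenic factor Thrsp rose by 1.51 (SE 0.29, limma adjusted p = 0.03497) and Oca2 by 0.96 (SE 0.19, adjusted p = 0.0353). Without CD40 tumor 2 or 4, 0 probe sets passed, and 7, 6 and 73 did without CD40 tumor 1, MEKi+CD40 tumor 3 and MEKi+CD40 tumor 4, Dbp and Fabp3 alone of the genes named here. Without CD40 tumor 3, 763 passed, and the calls of Cdt1, Uhrf1, Slbp, Dctd, Exo1, Kcnn4, Hells, Scrg1, Thrsp, Oca2, Nop58, Pes1, Mad2l1, Cdk1 and Mki67 ended. Those of Oca2 (0.90) and Cox7a1 (2.06) ended without MEKi+CD40 tumor 2 and that of Pes1 (−0.57) without MEKi+CD40 tumor 1. With the replicate numbers as a block 0 probe sets passed (smallest limma adjusted p = 0.0548), so the calls of all genes named here ended. MEKi+CD40 tumors 1 and 3 and CD40 tumor 3 carried muscle transcripts (7.16, 4.26 and 2.97), and without them the means were −0.74 for mitosis, −1.21 for replication and −0.68 for ribosome biogenesis, all still called.

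Immune lists were lower in MEKi+CD40 than in CD40 tumors. The interferon gamma list fell by 0.95 (camera, adjusted p = 0.000642), the pan-leukocyte list by 0.95 (adjusted p = 0.00596), the MHC class I list by 0.61 (adjusted p = 0.0071) and the cytotoxic list by 0.64 (adjusted p = 0.0132), each with adjusted p = 0.827 with an estimated correlation. Arhgdib, expressed in leukocytes, fell by 0.69 (SE 0.15, adjusted p = 0.0407) and was the 1 member of these lists that passed, over its list alone and over all probe sets. Its call over all probe sets ended without CD40 tumor 1 (−0.73), 2 (−0.62), 3 (−0.67) or 4 (−0.75) or MEKi+CD40 tumor 3 (−0.58) or 4 (−0.76). Gzma differed by −1.16 (SE 0.36), Gzmb by −1.76 (SE 0.74), Ifng by −1.40 (SE 0.73), Cxcl11 by −1.57 (SE 0.45), Itgam by −1.77 (SE 0.69), Cd40 by −1.06 (SE 0.55) and H2-Ab1 by −0.87 (SE 0.71). Without CD40 tumor 3 the leukocyte (−0.53), cytotoxic (−0.33) and MHC class I (−0.55, camera adjusted p = 0.0522) calls ended. Without MEKi+CD40 tumor 4 the leukocyte (−0.44) and cytotoxic (−0.37) calls ended, and MHC class I was −0.34 and interferon gamma −0.47. Without the 3 tumors with muscle transcripts all 4 were called, at −1.44 for interferon gamma, −1.25 for leukocytes, −0.83 for MHC class I and −0.70 for cytotoxic genes. The other 28 lists were not called, among them MEK/ERK output (−0.52, camera adjusted p = 0.0538), with Etv5 at −2.36 (SE 0.71), Dusp6 at −0.58 (SE 0.24) and Spry4 at −0.92 (SE 0.51), MHC class II (−0.76), type I interferon (−0.34), macrophages (−0.67), T cells (−0.22), muscle (2.09), fibroblasts (0.96), adipocytes (0.80) and cholesterol synthesis (−0.03). The mean, the median or the test differed in sign for B cells (−0.0083), plasma cells (0.05), M2-type macrophages (−0.0042) and heat shock genes (0.10). Without the 3 tumors with muscle transcripts 16 lists were called, 2 higher and 14 lower. Without MEKi+CD40 tumor 1 there were also 16, of which 1 was higher and 15 lower. Type I interferon scores were 1.45, 0.6, 1.25 and −0.25 above the control mean in MEKi+CD40 tumors 1 to 4, highest in those with muscle transcripts. Cd8a (0.04, SE 0.10), Foxp3 (−0.01, SE 0.08), Mrc1 (−0.22, SE 1.02), Nos2 (−0.10, SE 0.15) and Tyrp1 (0.08, SE 0.08) passed no test.

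With limma, 2133 probe sets passed in MEKi+CD40 against CD40 tumors, 1027 higher and 1106 lower, and 9613 had an unadjusted p under 0.05. The fit of all 16 arrays called 5309, including 2084 of these. There were 1526 called without the 3 tumors with muscle transcripts, and 0 with the replicate numbers as a block. The count was 7 without CD40 tumor 1, 0 without CD40 tumor 2 or 4, 763 without CD40 tumor 3, 3508 without MEKi+CD40 tumor 1, 6 without MEKi+CD40 tumor 3 and 73 without MEKi+CD40 tumor 4. Of the genes, 17.77% did not overlap between the groups, where chance gives 2.857%. The exact permutation p was 0.0286 for mitosis, DNA replication and ribosome biogenesis (adjusted p = 0.333 over the 35 lists). The number of shifted lists, 7, was 15 without CD40 tumor 1 or 4, 16 without MEKi+CD40 tumor 1, 13 without MEKi+CD40 tumor 2 and 11 without MEKi+CD40 tumor 3.

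The interaction, the effect of the antibody with the inhibitor minus its effect without it, addressed whether the treatments acted together differently from their sum. Cell cycle, ribosome biogenesis and MEK/ERK output genes had negative interactions as sets, and type I interferon and MHC class I genes positive ones. DNA replication had an interaction of −1.29 (camera, adjusted p = 1.76e-21; adjusted p = 0.635 with an estimated correlation), with 26 of 26 members negative past the adjustment over the list alone and 0 over all probe sets, including Tyms (−1.29, SE 0.30), Pola1 (−1.40, SE 0.33), Gins1 (−1.70, SE 0.42) and the clamp loader Rfc4 (−1.39, SE 0.35). Ribosome biogenesis had −0.79 (adjusted p = 3.98e-13; adjusted p = 0.635 with an estimated correlation), with 15 of 16 members past the adjustment over the list alone and 0 over all probe sets, including Nolc1 (−1.50, SE 0.31), Nop58 (−1.19, SE 0.30) and Nop56 (−1.31, SE 0.35). Mitosis had −0.67 (adjusted p = 4.86e-11; adjusted p = 0.985 with an estimated correlation), with 0 of 31 members past either adjustment, among them Melk (−1.19, SE 0.35), Bub1b (−0.79, SE 0.25) and Mki67 (−0.83, SE 0.33). MEK/ERK output had −0.64 (adjusted p = 0.00729; adjusted p = 0.985 with an estimated correlation), with Etv5 at −2.61 (SE 0.90), Ccnd1 at −1.91 (SE 0.63), Dusp6 at −0.54 (SE 0.30) and Spry4 at −1.21 (SE 0.59), and was −0.38 without MEKi+CD40 tumor 3. Type I interferon had 0.97 (adjusted p = 0.0043; adjusted p = 0.985 with an estimated correlation), with Ifit1 at 2.545 (SE 0.84) and Rsad2 at 1.63 (SE 0.52). Its call ended without MEKi+CD40 tumor 1 (0.74). MHC class I had 1.01 (adjusted p = 0.0102; adjusted p = 0.985 with an estimated correlation), with H2-D1 at 1.32 (SE 0.41) and B2m, its light chain, at 1.14 (SE 0.41). The MHC class I call ended without control 3 (0.82) or MEKi+CD40 tumor 1 (0.90). In these last 3 lists no member passed either adjustment.

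Without the 3 tumors with muscle transcripts (7.16, 4.26 and 2.97), the interaction was −1.17 for replication, −0.76 for ribosome biogenesis, −0.48 for mitosis and −0.44 for MEK/ERK output, all still called. It was 0.43 for type I interferon and 0.79 for MHC class I, no longer called. Thrsp had an interaction of 2.07 (SE 0.48) that passed over the adipocyte list alone. Over their own lists alone, 1 regulatory T cell and 1 complement gene also passed with positive interactions, and 1 leukocyte gene with a negative one. The other 29 lists were not called, among them leukocytes (0.34), T cells (0.02), cytotoxic (0.0076), checkpoint (0.05), NK cell (0.02), B cell (−0.01), plasma cell (0.05), M2-type (0.05), chemokine (0.02) and heat shock genes (0.21), in which the mean, the median or the test differed in sign. Cd8a (−0.02, SE 0.14), Foxp3 (0.04, SE 0.11), Ifng (−0.52, SE 0.89), Gzmb (0.08, SE 1.01), Mrc1 (0.53, SE 1.40), Nos2 (−0.20, SE 0.20), H2-Ab1 (1.31, SE 1.15), Cd40 (−0.83, SE 0.62) and Tyrp1 (−0.02, SE 0.10) passed no test. With limma, 0 probe sets passed (smallest adjusted p = 0.0971), with 6424 at an unadjusted p under 0.05, and the count was 26 without MEKi+CD40 tumor 1 and 560 without MEKi+CD40 tumor 2. The number of shifted lists, 6, was 10 without CD40 tumor 3 or MEKi+CD40 tumor 4.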

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

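The counts over other splits of the tumors, the first muscle test and the 2 leukocyte tests were planned before their results were seen, and the tests of muscle amount, of a shared response, of dilution, of melanocyte genes and of endothelial and fibroblast genes were chosen only after.

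Other splits of the same tumors were counted for every comparison. For probe sets, 1 of 35 splits, the real one, reached the real count in MEKi+CD40 against control (4, highest other 0), against MEKi (518, highest other 0) and against CD40 (2133, highest other 0). If the tumors are unpaired, this argues against chance for each count taken alone. A share of 1 in 35 is the smallest this design allows and was not adjusted over the 6 comparisons, so chance is not excluded. The count of 4 was 0 without control 1, 3 or 4 or MEKi+CD40 tumor 3 or 4. With the replicate numbers as a block all 3 counts were 0, and after median centring those of 4 and 518 were 0. For CD40 against control (35 of 35; 0, highest other 0), MEKi against control (35 of 35; 0, highest other 1) and the interaction (100 of 100 drawn; 0, highest other 27) every split reaches a real count of 0 by construction, so the splits decide nothing. The number of shifted lists did not exclude chance in any comparison: 23 of 35 splits reached it for MEKi+CD40 against control (12, highest other 29), 16 for CD40 (21, highest other 27), 11 for MEKi (18, highest other 26), 8 for MEKi+CD40 against MEKi (24, highest other 26), 29 against CD40 (7, highest other 29) and 88 of 100 for the interaction (6, highest other 29). The interaction split that put control 2, CD40 tumor 1 and MEKi+CD40 tumors 1 and 3 in a group gave 27 probe sets, and another, with controls 3 and 4 and CD40 tumors 3 and 4, gave 17. The first split joins the 2 MEKi+CD40 tumors with muscle transcripts, but 2 such splits of 100 are no more than chance allows at an adjusted p under 0.05, and whether they reflect a structure of the samples was not tested. Whether the list counts of the other splits depend on the preset correlation was not tested. In the real groups 0 lists were called with an estimated correlation.

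The first pattern is the skeletal muscle transcripts in CD40 tumor 3 and MEKi+CD40 tumors 1 and 3. Of the 4 MEKi+CD40 tumors, 2 lay above the highest control, which is how the pattern was first seen, so a response shared by all 4 does not describe it. Muscle tissue in the piece of tumor was tested on a second muscle list, of which 17.65% to 94.12% lay over 1 log2 unit above the control mean in these 3 tumors and 0 in the other 13. The bound set beforehand ignored the amount of muscle: the first list puts only 7 of the 17 genes over 1 log2 unit in CD40 tumor 3, so that test decides nothing. Taking amount into account, 73.68% of the genes so placed lay over 1 log2 unit, 11 of 12 in MEKi+CD40 tumor 3 and 3 of 7 in CD40 tumor 3, too few to decide, so muscle in different amounts stays open, as does a biological cause within these tumors.

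The second pattern is the lower DNA replication and mitosis genes in MEKi+CD40 tumors than in controls. Dilution by muscle as the whole cause is argued against, since with the muscle score as a covariate the replication list still differed by −1.333 (SE 0.319; before, −1.368, SE 0.2612) and the mitosis list by −0.8987 (SE 0.2586; before, −1.071, SE 0.2264). In the 2 tumors without muscle transcripts the higher score was −0.8533, against −0.5206 in the lowest control, too few tumors to decide on their own. The 5 melanocyte genes with a control mean under 12 had a median shift of 0.33 (SD 0.4558 over the genes). This argues against fewer tumor cells only if these genes kept their level per cell, which was not tested. Over all 15 measured melanocyte genes the mean was 0.11 and the median 0.07, smaller but also not lower than in controls. Their control mean was 12.39, and whether signals this high can show a fall was not tested. No biological explanation was tested.

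The third pattern is the lower interferon and antigen presentation genes in MEKi tumors than in controls. Fewer leukocytes was tested with the pan-leukocyte score as a covariate. The interferon gamma list then still differed by −1.502 (SE 0.6083), from −2.269 (SE 0.65) before. The MHC class I list differed by −1.152 (SE 0.3421), from −1.619 (SE 0.3775) before. A smaller part remained for type I interferon (−0.6711, SE 0.3244; before, −1.31, SE 0.432) and MHC class II (−0.5419, SE 0.2075; before, −1.641, SE 0.6026), where fewer leukocytes may account for much of the difference. A larger share of tumor cell RNA would lower the genes of other cell types alike. As the whole cause it is argued against, since the endothelial and fibroblast genes together differed by 0.149 (SE 0.574). The endothelial list alone differed by −0.13 and the fibroblast list by 0.42, and both means rest largely on MEKi tumor 3 (−0.9 and 1.88). In MEKi tumors 1, 2 and 4 the endothelial scores were 0.03, 0 and 0.35 above the control mean. The fibroblast scores were −0.04, −0.51 and 0.37. No biological explanation was tested.

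In the interaction test, camera at the preset correlation called DNA replication (−1.29) and ribosome biogenesis (−0.79), with adjusted p = 0.635 with an estimated correlation. It also called mitosis (−0.67), MEK/ERK output (−0.64), MHC class I (1.01) and type I interferon (0.97) genes, with adjusted p = 0.985 with an estimated correlation. Without the tumors with muscle transcripts MHC class I (0.79) and type I interferon (0.43) were no longer called, and 0 probe sets passed in all tumors.

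Single tumors far from the other 3 of their group were found in 11 of 140 list groups and 37 of 516 gene groups, where chance gives about 1 in 20 groups, or 7 and 25.8. Values here are log2 units above the control mean. CD40 tumor 3 stood apart for the muscle (2.97), fibroblast (2.13), endothelial (0.94), adipocyte (0.70) and ribosome biogenesis (−0.06) lists, and for Myh1 (4.87), Tnnc2 (4.80), Mb (1.47), Sox17 (1.5), Pmvk (−1.18), Pole2 (−0.28), Fbl (−0.23) and Prim1 (−0.15). MEKi+CD40 tumor 4 had low antigen presentation genes: MHC class I (−0.76, others 0.26 to 0.38), Psmb8 (−2.54), Psmb9 (−1.88), H2-DMa (−1.68), Cd74 (−1.59), H2-Aa (−1.47), Erap1 (−1.04) and H2-DMb2 (−0.64), and low Gzma (−0.51). MEKi+CD40 tumor 3 had low Spry4 (−2.71), Myc (−2.32) and Mki67 (−1.52). MEKi tumor 3 stood apart for keratinocyte (0.59), neutrophil (0.29), B cell (0.16) and adipocyte (−0.66) lists, Tm7sf2 (−0.88) and Nsdhl (−0.62), MEKi tumor 2 for Casp4 (−1.94), H2-DMb2 (−0.78) and Zap70 (0.30), MEKi tumor 1 for Ubd (−1.36) and Ccnd1 (0.37), and MEKi tumor 4 for Kcnj13 (0.55). Among controls, tumor 2 stood apart for Trnp1 (1.14), Gins1 (−0.71), Atad5 (−0.59), Cdt1 (−0.55) and Neto2 (−0.47), tumor 1 for Kcnj13 (−2.10), Mx2 (−0.48), Ngp (0.20) and the adipocyte list (−0.17), and tumor 4 for S100a8 (1.60) and Nos2 (−0.31).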

How the results depend on the processing

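Fits without the tumors with muscle transcripts or with the muscle score as a covariate were chosen after seeing the data. The others were planned. The cause of a changed value was not tested unless named. Over all alternatives, 9 values of called lists and 0 of called genes reversed, and 109 of uncalled genes changed sign.

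For probe sets in MEKi+CD40 against control, 4 were called; all 16 arrays in 1 fit gave 4904, the low-signal filter 2323, 1 probe set per gene 1243, cyclic loess 0, median centring 0, trend and robust 723 and array weights 3101. Leaving out each tumor gave 0 to 2327. Without the tumors with muscle transcripts the count was 0, in all arrays without them 641, and with the muscle covariate 1160. Against MEKi, 518 became 4699 with all 16 arrays, 2018 with the low-signal filter and 853 with 1 probe set per gene. It became 2450 with array weights, 0 with cyclic loess, 0 with median centring and 0 to 1454 on leaving out each tumor. Without the muscle tumors the count was 0, in all arrays without them 547, and with the covariate 1416. Against CD40, 2133 became 5309 with all 16 arrays, 4395 with array weights and 4608 with the covariate, and 0 to 3508 on leaving out each tumor. CD40 against control, with 0, gave 4 with trend and robust, 2 with array weights, 2 in all arrays without the muscle tumors and 0 to 1 on leaving out each tumor. MEKi against control, with 0, gave 2 with 1 probe set per gene, 2 with cyclic loess, 2 with array weights, 1 with the covariate and 0 on leaving out any tumor. The interaction, with 0, gave 755 with array weights, 1 with the covariate and 0 to 560 on leaving out each tumor.

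With replicate numbers as a block, which the correlations of tumors with the same number (−0.57 to 0.50) do not show to pair the tumors of every 2 groups, 0 probe sets were called in MEKi+CD40 against control, 0 against MEKi and 0 against CD40, and 14, 25 and 10 lists. Between CD40 and MEKi+CD40 3 of 4 same-number pairs correlated over 0.1 (median 0.26, other pairs −0.09), so a pairing there was not excluded.

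With the correlation estimated per list, 0 lists were called in any comparison (of 12, 21, 18, 24, 7 and 6). In MEKi+CD40 against control, 12 lists became 7 with array weights, 6 without the muscle tumors, 4 in all arrays without them and 4 with the covariate, and 7 to 20 on leaving out each tumor. Against MEKi, 24 became 13 with the covariate and 20 to 27 on leaving out each tumor. Against CD40, 7 became 4 with the low-signal filter, 11 with median centring, 11 with array weights, 16 without the muscle tumors, 14 in all arrays without them and 20 with the covariate, and 7 to 16 on leaving out each tumor. The ranges on leaving out each tumor were 19 to 23 for CD40, 14 to 23 for MEKi and 5 to 10 for the interaction.

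The reversed lists were T cell in MEKi+CD40 against control, at −0.02069 without the muscle tumors and in all arrays without them and −0.1412 with the covariate, and fibroblast and matrix, at −0.2677, −0.2677 and −0.4301. Against MEKi, skeletal muscle was −0.2925 without the muscle tumors and in all arrays without them, and dendritic cell maturation was −0.001628 with the covariate. Leaving out the muscle tumors took the muscle list of MEKi+CD40 to 0.00017 against control. The MEKi mean stayed at 0.29 above the control mean, with MEKi tumor 2 at 0.84, which gives the negative sign. The muscle list was not tested under its own covariate. Cyclic loess moved an array median by up to 0.1173 and median centring by up to 0.04688. The background, under which 39.7% of probe sets lay, limits what can be measured for weakly expressed genes.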

Other observations

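These genes were picked after their values were seen, and no explanation of them was tested. The clock-controlled factor Dbp was higher in each MEKi+CD40 tumor than the control mean, by 1.14, 1.55, 1.51 and 1.67 in tumors 1 to 4, and the fatty acid carrier Fabp3 by 2.24, 1.40, 1.65 and 1.97, with control 2 at 1.45 and MEKi tumor 4 at 1.21. Fkbp5, a chaperone induced by glucocorticoids, lay at −0.56, −0.49, −0.70 and −0.61. Etv5 was −1.52, −0.98, −4.65 and −3.03 in MEKi+CD40 tumors 1 to 4, with control 2 at −1.34. Ccnd1 was −0.53, −0.22, −3.14 and −1.11, with control 2 at −0.55. In CD40 tumors the desaturase Scd1 lay at −0.96, −0.91, −1.31 and −0.89, and the interleukin 13 receptor chain Il13ra1 at 1.32, 0.99, 1.39 and 0.95.

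The brightest probe set of Itga4, an integrin of leukocyte homing, was higher in MEKi tumors than in controls by 0.81 (limma, adjusted p = 0.0538), and other probe sets of the gene by 0.84, 0.64, 0.28 and 0.05 (adjusted p = 0.5696, 0.5696, 0.6735 and 0.949), the last 2 with a mean signal below the background. In MEKi+CD40 against MEKi, 2 of its probe sets fell by 1.49 and 1.68 (limma, adjusted p = 0.0496), and the brightest by 1.165 (adjusted p = 0.05568), which did not pass.

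Xist, expressed in female cells, was 10.59 in MEKi+CD40 tumor 1 and between 4.44 and 5.19 in the other 15, and the Y-linked Eif2s3y was 3.04 there and between 3.40 and 7.55 in the others. As 6 of the others also lay below the background for Eif2s3y, its value does not set this tumor apart. This is the tumor with the highest muscle transcripts (7.16 above the control mean) and the widest gap between 3′ and 5′ probe sets. The methods text names male mice, and whether this mouse was female or the sample came from another source was not tested. The type I interferon, complement, endothelial, fibroblast and T cell lists were no longer called in MEKi+CD40 against control without MEKi+CD40 tumor 1.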
